A study of Homo sapiens with 36 samples. Its data were reported in "HIF-Dependent NFATC1 Activation Upregulates ITGA5 and PLAUR in Intestinal Epithelium in Inflammatory Bowel Disease" (2021).

How the data were processed

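RNA was measured in 36 libraries of 2 human colorectal cancer cell lines, Caco-2 and HT-29. The 12 groups were formed by cell line, treatment (control, CoCl2, OD) and RNA class (mRNA, miRNA), with 3 replicates in each, so that each RNA class had 18 libraries and each line had 9 libraries per class. Groups were taken from the sample labels, and 0 per-sample columns of the deposited tables were left without a sample. Caco-2 cells had been differentiated for 21 days, so that cell line and culture state cannot be separated in any comparison between the lines.

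For mRNA, the authors deposited raw read counts per gene and a second table of log2 values. Per the study's methods, the reads were single-end, adapters were removed with cutadapt, STAR aligned them to the human genome GRCh38, and genes were counted on a GENCODE annotation. Neither the counting tool nor its use of strand was stated. For miRNA, the authors deposited raw read counts per mature miRNA and a table of log2 values, made with a small RNA library kit. The aligner and the miRNA annotation behind these counts were not stated. The log2 tables deposited by the authors were recomputed from the counts to find out what they hold: log2 of RPKM plus 1 for mRNA and log2 of CPM plus 1 for miRNA, with library sizes scaled by the trimmed mean of M values (TMM) within each cell line. In the log2 mRNA table deposited by the authors, 14230 genes were listed, of which 13153 had passed the authors' filter in Caco-2 and 12431 in HT-29, and a gene that failed in one line stood at 0 there. The deposited miRNA log2 table listed 457 miRNAs, 430 kept in Caco-2 and 283 in HT-29. A miRNA dropped in HT-29 could hold up to 1943 counts in a library, and 41 of the dropped miRNAs had a mean of at least 100 counts, so a 0 in these tables was not read as absence. The main results were computed from the counts, and the log2 tables served as an alternative.

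Total counts per library ran from 12925719 to 22332639 for mRNA. For miRNA, 3 libraries held under 1000000 counts, with 34043, 466975 and 763531, and the others held from 3779390 to 13092513. The median standard error of a log2 fold change against control in the mRNA comparisons was 0.127 for CoCl2 and 0.126 for OD in Caco-2, and 0.0927 and 0.0855 in HT-29. In a test of counting error alone, the spread between replicates exceeded Poisson error in every group, with a chi-square per degree of freedom from 2.10 to 14.3 for mRNA and from 7.71 to 557 for miRNA. Intervals and floors given for single libraries cover counting error only, since the reads carried no molecular identifiers. The floor was set at 3 counts of a library's total.

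Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Each cell line and RNA class was fitted alone over its 9 libraries with TMM scaling, the filterByExpr filter and 1 coefficient per group. The quasi-likelihood F test was two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the features tested (the FDR). A feature was called when its FDR was under 0.05 and its absolute log2 fold change was over 1, the thresholds of the study. The study used DESeq2, which was run as an alternative. In each line, CoCl2 and OD were compared with control and with each other. Differences in response between the lines were tested as an interaction over all 18 libraries of a class, as HT-29 treated minus control less Caco-2 treated minus control. Values per group are CPM on TMM-scaled library sizes, given as mean and standard deviation (SD) over 3 replicates, and log2 fold changes carry a standard error (SE).

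Gene lists were tested with camera in limma 3.58.1, with a preset inter-gene correlation of 0.01, on log2 CPM with a prior count of 2. The tests were two-sided and adjusted over 40 tests for the 4 treatment comparisons and over 20 for the interactions. The 10 lists were hypoxia core genes, glycolysis, NRF2 targets, metallothioneins, the integrated stress response, p53 targets, NF-kB targets, sterol synthesis, enterocyte genes and the cell cycle. They were written from general knowledge, except the hypoxia core genes, which are 9 genes of a core set published by others that the study names as changed in all of its Caco-2 conditions. The 184 genes of the study's core hypoxia list, 115 up and 69 down, were counted in each comparison and tested in the same way as 2 parts over 8 tests. Gene symbols were matched to GENCODE v44 for 37814 of the 60591 genes in the count table and for 15484 of the 18066 genes tested in any fit, which is 85.7%. Coordinates are those of GENCODE v44 on GRCh38, and that of MIR12135 is from RefSeq.

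The comparisons, thresholds, gene lists and the rule for naming features were fixed before the data were examined. The text names features listed in advance and, for each contrast, may name the 5 highest and the 5 lowest log2 fold changes among called features with a mean count of at least 100 (mRNA) or 50 (miRNA) over both groups and no overlap between the groups. For each interaction it may name the 3 highest and 3 lowest by the same count minimum. Some of these were left out of the text.

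Alternatives covered scaling (RLE size factors, library size only), the low-count filter (none beyond 1 read in any library, or at least 10 counts in every library), the threshold (FDR alone, or glmTreat against a log2 fold change of 1), the libraries in a fit (6 or 18), DESeq2 1.42.0, and limma-trend on the deposited log2 values with a pseudocount of 1 or 0.1. The others were a block for the replicate number, leaving out each replicate number in turn, fry and an estimated correlation for the gene lists, and 2 gene filters for the correlations. FDR ranges given for single features include glmTreat, which does not test against no change. A change near or under a log2 fold change of 1 gets a high FDR there by construction. A high top end of such a range therefore need not count against a change. Leaving out the 3 miRNA libraries under 1000000 counts, and leaving out replicates for the correlations, were chosen after seeing the data. Comparisons with the same control libraries share chance values, so 20 simulations of unchanged treated groups against the observed controls gave the chance level. Almost no gene was called in them, so for overlaps as many genes as were really called were taken by smallest p, without the fold-change limit, a step chosen after seeing the data. Other splits of the libraries were refitted, 10 for each comparison of 3 against 3 libraries and 40 for each interaction and for the genes changed in all 4 comparisons.

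The fits were tested on simulated counts drawn from the control means and the real library sizes, with known fold changes. All of these lay over the limit for a call, and features of low counts were left unchanged. Far fewer genes were changed than were called in the real data, so recovery under such wide shifts was not tested. In Caco-2, 193 of 199 changed genes among 15476 tested were called, with 3 unchanged genes. In HT-29, 195 of 200 changed genes among 15008 tested were called, with 4 unchanged genes. The interaction fit called 335 of 398 changed genes among 17099 tested. For miRNA, 39 of 40 changed miRNAs among 517 tested were called in Caco-2 and 40 of 40 among 593 in HT-29, while CoCl2 against OD in HT-29 gave 37 of 40. The interaction fit called 59 of 79 changed miRNAs among 662 tested (74.7%), so its miRNA calls are less complete. Figures were drawn with matplotlib 3.10.9 in Python 3.11. Undifferentiated Caco-2 cells, which the study's core list also rests on, were not analysed here.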

Results

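The data set held 36 RNA sequencing libraries from Caco-2 and HT-29, 2 human colorectal cancer cell lines. Caco-2 cells had been grown for 21 days, after which they form a polarised layer resembling the lining of the small intestine. Cells of each line received CoCl2 at 300 µM, a derivative of oxyquinoline (OD) at 5 µM, or 0.5 µl of dimethyl sulfoxide per ml of medium as a control, for 24 h. Both agents inhibit the prolyl hydroxylases that mark hypoxia-inducible factor (HIF) for breakdown, and they were used to imitate hypoxia at normal oxygen. Messenger RNA and miRNA were each sequenced in 18 libraries, with 3 replicates in each of the 12 groups. The labels identify OD by supplier and catalogue number and do not give its structure. They name the solvent for OD and for the control, while the CoCl2 stock was made in water. The study's methods state that the CoCl2 medium held the solvent too, and at another concentration than the labels give, so a solvent difference between CoCl2 and control is not settled.

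The mRNA libraries held between 12925719 and 22332639 counts each. The 20 most abundant genes took from 8.73% to 14.7% of the counts of an mRNA library. In the miRNA libraries the 20 most abundant miRNAs took from 76.3% to 83.6% of the counts. Of the 18 miRNA libraries, 3 fell below 1000000 counts. These were replicate 1 of CoCl2 in HT-29 with 34043 counts, replicate 3 of OD in HT-29 with 466975, and replicate 3 of the control in Caco-2 with 763531. The other miRNA libraries held between 3779390 and 13092513 counts. In the shallowest one, 301 miRNAs had at least 1 count, and a count of 0 there allows up to 88.1 CPM. The TMM factors of the mRNA libraries differed between treatments, with group means of 1.19 in the HT-29 controls, 0.770 with CoCl2 and 1.09 with OD. In Caco-2 these means were 1.12, 0.894 and 1.00.

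**Figure D1:**
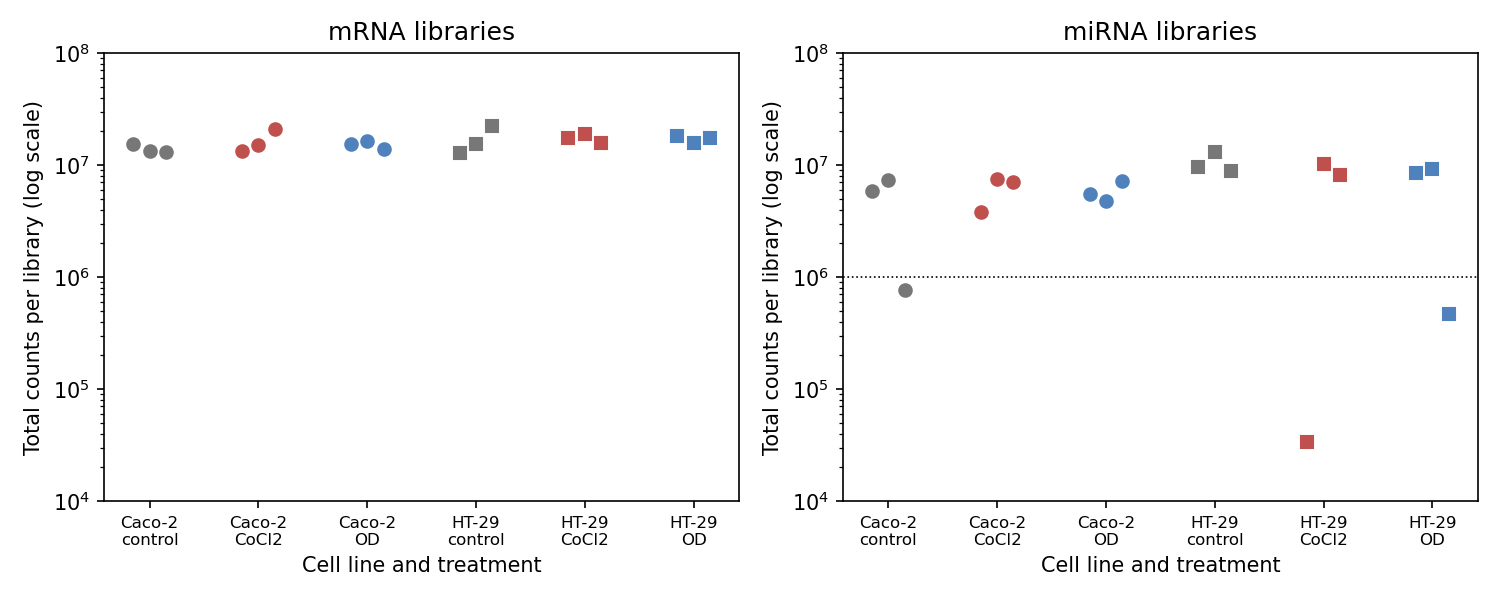
Total counts per library (log scale) for mRNA (left) and miRNA (right) by cell line and treatment, 1 point per library and 3 per group, with a dotted line at 1000000 counts. The mRNA libraries lie between 12925719 and 22332639 counts, and 3 miRNA libraries lie under the line, the lowest at 34043.

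The first comparison was each agent against control within each line, which asks what the 2 HIF stabilisers do to the transcriptome. In Caco-2, CoCl2 changed 3747 of 16034 genes tested (23.4%), with 1464 higher and 2283 lower. OD changed 1876 genes in Caco-2 (11.7%), of which 711 were higher and 1165 lower. In HT-29, CoCl2 changed 6524 of 15812 genes (41.3%), with 2749 higher and 3775 lower. OD changed 2699 genes in HT-29 (17.1%), of which 1502 were higher and 1197 lower. The count moved most with the treatment of low values and the threshold. For CoCl2 in Caco-2 it was 1098 with limma-trend on the deposited log2 values and 10370 with no limit on the fold change. The median absolute log2 fold change over all genes tested was 0.52 for CoCl2 and 0.37 for OD in Caco-2, and 0.82 and 0.42 in HT-29. Some of the called genes had a group in which no library exceeded 3 counts, namely 144, 36, 603 and 112 genes in the same order of comparisons.

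The split into higher and lower genes depended on the scaling of the libraries. With library size in place of TMM, the median log2 fold change of all genes moved by -0.32 for CoCl2 and by -0.15 for OD in Caco-2. In HT-29 it moved by -0.63 and by -0.14. The calls then split into 870 higher and 3546 lower for CoCl2 in Caco-2, and into 500 higher and 1644 lower for OD. In HT-29 they split into 1295 higher and 6250 lower for CoCl2, and into 1225 higher and 1596 lower for OD, where the larger part changed sides. With limma-trend on the deposited log2 values (pseudocount 1) it changed sides in the other comparisons. The calls there were 584 higher and 514 lower for CoCl2 and 247 and 134 for OD in Caco-2, and 1347 and 1173 for CoCl2 in HT-29. With a pseudocount of 0.1 the lower part was again the larger in each of these. Changes below are relative to TMM scaling.

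**Figure D2:**
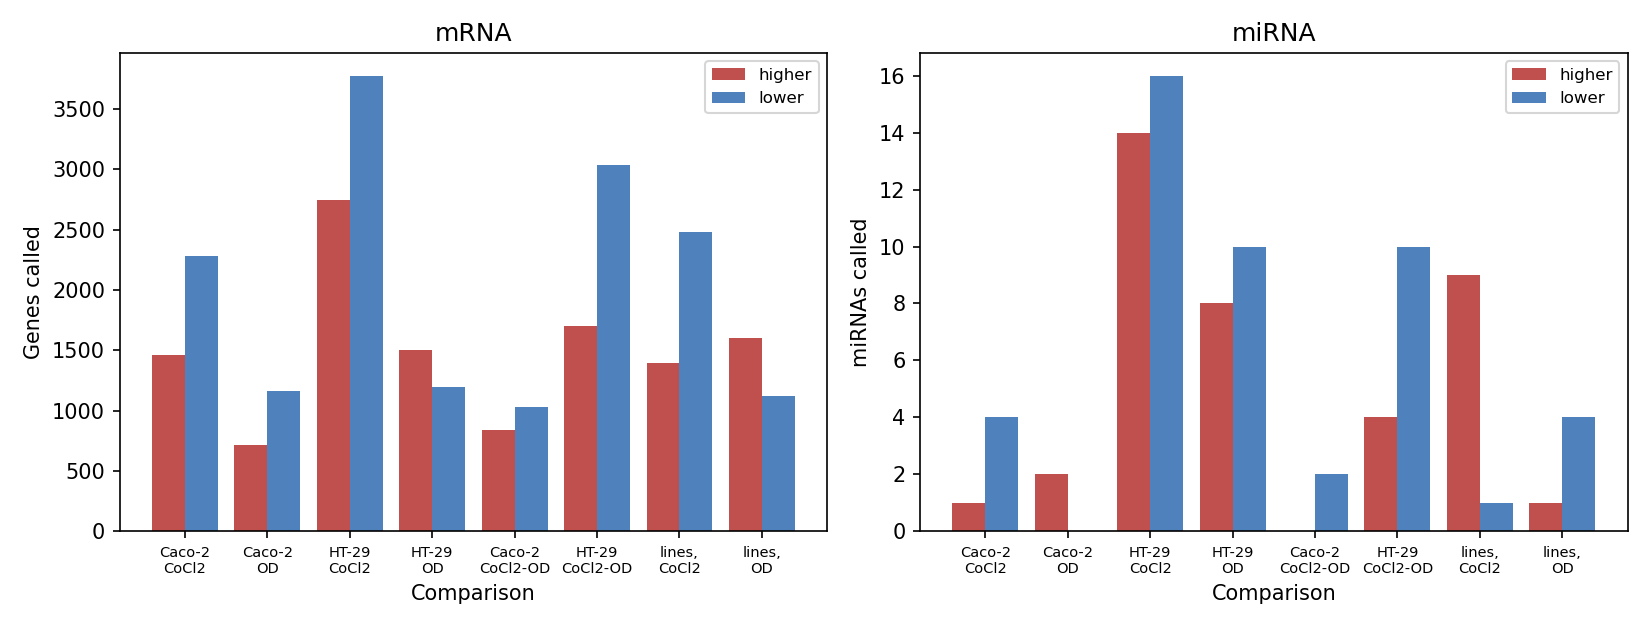
Number of mRNAs (left) and miRNAs (right) called higher or lower (FDR under 0.05 and absolute log2 fold change over 1) in each comparison, where CoCl2-OD is CoCl2 against OD and lines is the difference in response, HT-29 minus Caco-2. CoCl2 in HT-29 gives the most calls for mRNA, 2749 higher and 3775 lower, and under library size alone the mRNA bars would shift towards lower except for the line difference with OD.

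The study centred on ITGA5, PLAUR and NFATC1 in Caco-2. ITGA5 (GRCh38 chromosome 12, 54395261 to 54419266, minus strand, protein-coding) overlaps the antisense gene GPR84-AS1. Its level in Caco-2 was 4.49 ± 0.578 CPM (SD, n = 3) in controls, 81.1 ± 5.08 with CoCl2 and 64.8 ± 3.13 with OD. The edgeR log2 fold change was 4.17 for CoCl2 (SE 0.11, FDR 7.63e-20) and 3.85 for OD (SE 0.11, FDR 1.47e-18). In HT-29, ITGA5 had 0 to 4 counts per library and was not tested. PLAUR (chromosome 19, 43646095 to 43670547, minus strand, protein-coding) stood at 1.82 ± 0.139 CPM (n = 3) in Caco-2 controls. It reached 12.3 ± 2.93 with CoCl2, a log2 fold change of 2.74 in edgeR (SE 0.21, FDR 3.66e-11), and 5.88 ± 0.841 with OD, a change of 1.68 (SE 0.22, FDR 1.12e-06). In HT-29, PLAUR rose from 41.5 ± 6.10 CPM to 104 ± 3.51 with CoCl2 (log2 fold change 1.31, FDR 2.48e-15) and to 121 ± 7.70 with OD (1.53, FDR 2.10e-16). The PLAUR change with CoCl2 in HT-29 was 0.68 with library size only and was no longer called.

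NFATC1 (chromosome 18, 79395856 to 79529325, plus strand, protein-coding) was low in Caco-2, with 10 to 25 counts per library. Its level was 0.716 ± 0.118 CPM (n = 3) in controls, 1.36 ± 0.0546 with CoCl2 and 1.13 ± 0.137 with OD. With CoCl2 its edgeR fold change was 1.90 (log2 0.92, SE 0.36, FDR 0.0275), under the limit for a call, and this FDR rose to as much as 0.147 when a replicate number was left out (range 0.0141 to 1 over 13 alternatives). With OD the fold change was 1.59 (log2 0.67, SE 0.37), and the FDR of 0.131 did not pass. In HT-29, NFATC1 had 0 to 9 counts and was not tested. HIF1A (chromosome 14, 61695513 to 61748259, plus strand, protein-coding, overlapped by HIF1A-AS1 and HIF1A-AS3) rose in HT-29 from 92.5 ± 1.89 CPM to 245 ± 8.71 with CoCl2 (log2 fold change 1.40, FDR 1.25e-19). That change was 0.77 with library size only and was not called. OD raised HIF1A in HT-29 to 146 ± 6.25 CPM (log2 fold change 0.65, FDR 5.90e-12). In Caco-2 the HIF1A change with CoCl2 was 0.40 (SE 0.10, FDR 0.00147). HIF3A (chromosome 19, 46297042 to 46343433, plus strand, protein-coding) fell in Caco-2 from 19.3 ± 0.900 CPM to 5.48 ± 0.963 with CoCl2 (log2 fold change -1.84, FDR 1.07e-10) and to 8.20 ± 1.09 with OD (-1.24, FDR 8.35e-08). In HT-29 it had 0 to 1 counts.

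Hypoxia core genes were compared next, as a readout of HIF activity. This list holds 9 genes of a hypoxia core set published by others. They were the ones that the study found to respond in all of its Caco-2 conditions, so the counts in Caco-2 are not independent evidence. All 9 were called higher with CoCl2 and with OD in Caco-2, 8 with CoCl2 in HT-29 and 5 with OD in HT-29. Their median log2 fold change was 3.14 and 2.46 in Caco-2, and 3.43 and 1.01 in HT-29, for CoCl2 and OD in turn. NDRG1 (chromosome 8, 133237175 to 133302022, minus strand, protein-coding) rose in HT-29 from 133 ± 10.5 CPM (n = 3) to 8363 ± 111 with CoCl2 and 942 ± 165 with OD. Its log2 fold changes were 2.87 and 2.46 in Caco-2, and 5.97 and 2.82 in HT-29. PDK1 (chromosome 2, 172555373 to 172608669, plus strand, protein-coding, overlapped by PDK1-AS1) rose in Caco-2 from 23.7 ± 1.91 CPM to 239.7 ± 19.1 with CoCl2 and 160.6 ± 10.1 with OD. In HT-29, PDK1 rose from 49.9 ± 2.00 CPM to 380.4 ± 10.4 with CoCl2 (edgeR log2 fold change 2.93, SE 0.06, FDR 2.51e-24). With OD it stayed at 48.1 ± 5.77 CPM (log2 fold change -0.06, SE 0.07, FDR 0.462), and without replicate 3 the sign of this small change turned to 0.03 (FDR 0.756, with a range of 0.0082 to 1 over 16 alternatives). ANKRD37 (chromosome 4, 185396021 to 185400628, plus strand, protein-coding, overlapping UFSP2) rose in Caco-2 from 0.771 ± 0.0395 CPM to 34.8 ± 6.25 with CoCl2 and 9.55 ± 1.29 with OD. In HT-29, ANKRD37 went from 0.596 ± 0.174 CPM to 6.90 ± 0.688 with CoCl2 and 0.902 ± 0.121 with OD, and the OD change of 0.52 (SE 0.30) had an FDR of 0.129.

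**Figure D3:**
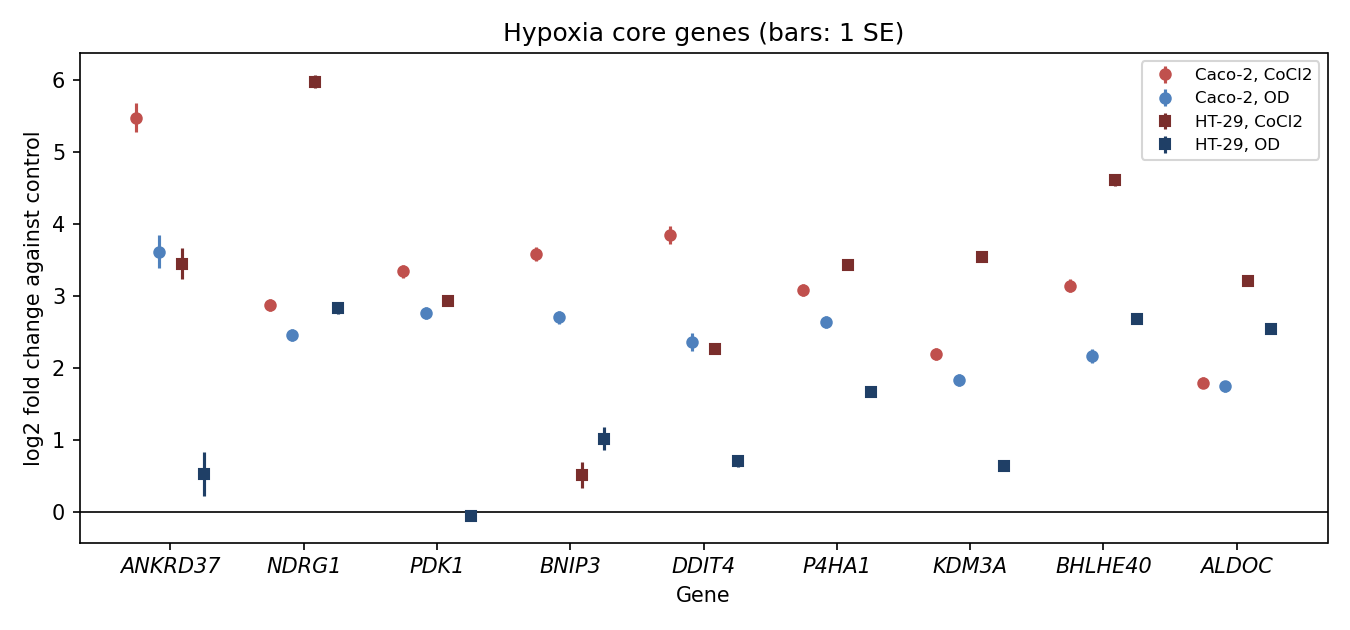
EdgeR log2 fold change against control (points) with 1 SE (bars) of the 9 hypoxia core genes for CoCl2 and OD in Caco-2 and HT-29 cells, n = 3 per group. All 9 genes lie above 0 except PDK1 with OD in HT-29 at -0.06, and the median with OD is 2.46 in Caco-2 and 1.01 in HT-29.

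Other markers of hypoxia named in advance varied in the same comparisons. SLC2A1 (chromosome 1, 42925353 to 42958893, minus strand, protein-coding) rose in Caco-2 from 168 ± 5.45 CPM (n = 3) to 1552 ± 113 with CoCl2 and 1133 ± 51.1 with OD, with log2 fold changes of 3.20 and 2.75. In HT-29 it rose from 470.3 ± 25.5 CPM to 4278 ± 162 with CoCl2 (log2 fold change 3.18) and to 630.1 ± 73.2 with OD (0.42, SE 0.06, FDR 4.68e-07). CA9 (chromosome 9, 35673928 to 35681159, plus strand, protein-coding, overlapping ARHGEF39) rose in HT-29 from 46.8 ± 2.37 CPM to 268 ± 12.7 with CoCl2 (log2 fold change 2.51) and 114 ± 3.85 with OD (1.28, SE 0.05). In Caco-2, CA9 had 0 counts in every control library, 6 to 15 with CoCl2 and 0 to 7 with OD, and it was not tested. MIR210HG (chromosome 11, 565657 to 568457, minus strand, lncRNA), the host transcript of MIR210, had log2 fold changes of 1.90 and 1.46 in Caco-2, and 2.80 and 0.60 in HT-29. Its level in HT-29 was 6.21 ± 0.675 CPM in controls, 42.7 ± 1.44 with CoCl2 and 9.26 ± 0.550 with OD.

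Gene lists were compared to ask which other responses each agent evoked. Of 40 list tests with camera, 28 passed an FDR of 0.05, and 7 of the 10 lists passed in each comparison. The setting with the largest effect was an inter-gene correlation estimated from the data, under which 5 of the 28 calls held, while 28 held under fry. Over all lists, 302 calls were made when adjusted over all genes and 303 when adjusted over the list alone. Glycolysis genes, 9 of 20 of which are also on the study's core list, had medians of 2.57 (FDR 2.34e-12) and 1.82 (FDR 2.07e-14) in Caco-2, and 2.90 (FDR 4.83e-09) and 0.93 (FDR 1.27e-08) in HT-29, for CoCl2 and OD. The hypoxia core genes passed in all 4 comparisons, with FDR values of 1.81e-08, 4.07e-10, 5.83e-05 and 0.000427. NRF2 targets had medians of 1.78 (FDR 8.99e-09) and 0.45 (FDR 0.00115) in Caco-2, and 3.67 (FDR 4.31e-08) and 1.94 (FDR 1.86e-07) in HT-29. With genes whose controls were at the floor set to their bound, the NRF2 medians in HT-29 were 3.56 and 1.82. Sterol synthesis genes had medians of 0.43 (FDR 0.00837) and 0.82 (FDR 2.41e-08) in Caco-2, and 2.14 (FDR 2.01e-08) and 2.13 (FDR 3.64e-11) in HT-29. The integrated stress response passed with both agents in Caco-2, at 0.58 (FDR 0.0145) and 0.84 (FDR 1.45e-06), and with CoCl2 in HT-29, at 0.89 (FDR 0.0362), but not with OD in HT-29, at 0.19 (FDR 0.595). NF-kB targets passed at 1.12 (FDR 0.00514) and 0.60 (FDR 0.0169) in Caco-2 and at 1.26 with OD in HT-29 (FDR 0.00297). With CoCl2 in HT-29 they reached 0.92 (FDR 0.101), and with library size only they passed there (FDR 0.0113, range 1.01e-05 to 0.504 over 7 alternatives).

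Metallothionein genes, of which 6 of 8 were tested in Caco-2 and 5 in HT-29, share reads with near-identical paralogs and pseudogenes, so single members are uncertain. Their median was 6.14 (FDR 3.23e-05) with CoCl2 in Caco-2, or 5.43 with a gene at the floor set to its bound. With OD in Caco-2 it was 0.44 (FDR 0.369), or 0.24 with the bound. In HT-29 the median was 4.50 with CoCl2 (FDR 0.00530) and -1.10 with OD (FDR 0.0239), and with library size only the OD result did not pass (FDR 0.0546, range 9.85e-05 to 0.227 over 7 alternatives). Cell cycle genes had medians of 0.07 (FDR 0.793) and 0.59 (FDR 0.00477) in Caco-2, and -0.91 (FDR 8.64e-05) and -0.44 (FDR 0.000228) in HT-29. The first of these was -0.25 with library size only. The p53 targets did not pass camera in any comparison, with medians of -0.08 (FDR 0.636), 0.16 (FDR 0.0672), -0.07 (FDR 0.945) and 0.32 (FDR 0.0749). Under fry, which tests against no change and not against other genes, they passed as higher with CoCl2 (FDR 1.05e-05, range 1.05e-05 to 0.743 over 7 alternatives) and OD (FDR 6.82e-06, range 6.82e-06 to 0.179) in Caco-2 and with OD in HT-29 (FDR 3.83e-05, range 3.83e-05 to 0.229). With OD in Caco-2 they also passed camera without replicate 1 (FDR 0.0305). Of 18 enterocyte genes, 18 were tested in Caco-2 and 10 in HT-29. They did not pass camera either, with medians of -0.21 (FDR 0.636) and 0.14 (FDR 0.180) in Caco-2, and -0.64 (FDR 0.414) and -0.72 (FDR 0.111) in HT-29. Under fry they passed with OD in Caco-2 as higher (FDR 0.00252, range 0.00252 to 0.537 over 7 alternatives) and in HT-29 as lower with CoCl2 (FDR 4.64e-06, range 4.64e-06 to 0.473) and OD (FDR 2.44e-05, range 2.44e-05 to 0.226). The OD result in HT-29 also passed camera without replicate 1 (FDR 0.0431) or 2 (FDR 0.0345). The enterocyte median with OD in Caco-2 was -0.01 with library size only.

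**Figure D4:**
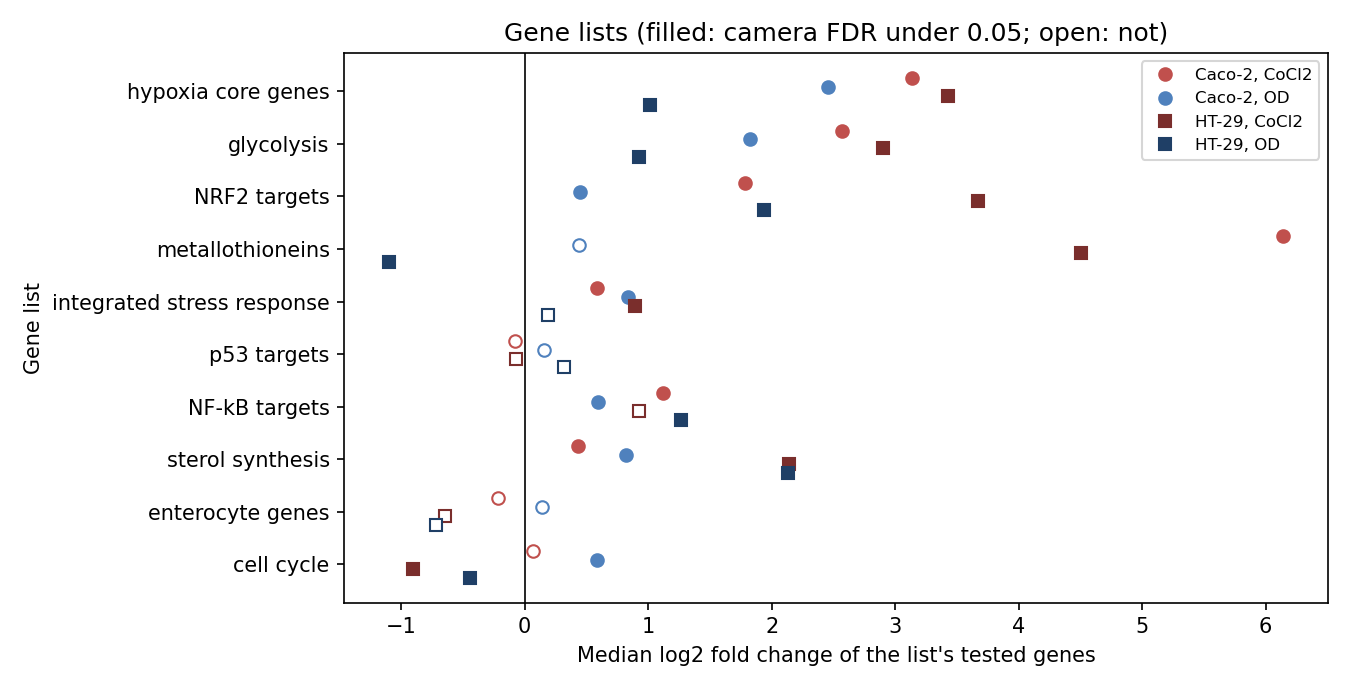
Median log2 fold change against control of the tested genes of each of 10 lists, for CoCl2 and OD in Caco-2 (circles) and HT-29 (squares), filled where the camera FDR was under 0.05. Metallothioneins reach 6.14 with CoCl2 in Caco-2 and lie at -1.10 with OD in HT-29, while library size alone moves the cell cycle median with CoCl2 in Caco-2 from 0.07 to -0.25 and the enterocyte median with OD in Caco-2 from 0.14 to -0.01.

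Among the largest changes with at least 100 counts on average, CoCl2 raised MT2A, MT1X and HMOX1 in Caco-2. MT2A (chromosome 16, 56608584 to 56609497, plus strand, protein-coding) went from 3.803 ± 1.69 CPM (n = 3) to 440.2 ± 24.6 in Caco-2, a log2 fold change of 6.88. MT1X (chromosome 16, 56682470 to 56684196, plus strand, protein-coding, overlapped by an antisense gene) changed by 6.50. HMOX1 (chromosome 22, 35380361 to 35394214, plus strand, protein-coding) went from 17.8 ± 1.91 CPM to 614 ± 38.5 in Caco-2 (log2 fold change 5.11, SE 0.10, FDR 1.33e-21). In HT-29, HMOX1 had the highest change with CoCl2, from 4.92 ± 0.605 CPM to 2113 ± 74.3 (log2 fold change 8.77, SE 0.07, FDR 4.01e-33). The lowest change with CoCl2 in Caco-2 was that of PDGFRB (chromosome 5, 150113839 to 150155872, minus strand, protein-coding), from 53.9 ± 4.28 to 3.10 ± 0.568 CPM (log2 fold change -4.09, SE 0.14, FDR 6.23e-18). UGT2B15 (chromosome 4, 68646597 to 68670652, minus strand, protein-coding), which has close paralogs, had log2 fold changes of -3.36 with CoCl2 and -2.28 with OD in Caco-2. The highest change with OD in Caco-2 was that of AQP10 (chromosome 1, 154321090 to 154325325, plus strand, protein-coding), from 3.78 ± 2.00 to 70.5 ± 4.16 CPM (log2 fold change 4.22, SE 0.17, FDR 5.94e-16).

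In HT-29, RBPMS2 (chromosome 15, 64739891 to 64775589, minus strand, protein-coding) was among the highest with both agents, at 39.7 ± 2.19 CPM (n = 3) with CoCl2 and 18.9 ± 2.13 with OD. The controls held 2 to 5 counts of RBPMS2 each, so the fitted log2 fold changes of 7.84 and 6.78 rest on a group near the floor. AKR1C1 (chromosome 10, 4963253 to 4983283, plus strand, protein-coding), which has close paralogs, rose in HT-29 with OD from 5.36 ± 0.716 to 143 ± 7.15 CPM (log2 fold change 4.73, SE 0.08, FDR 1.99e-25). In Caco-2, AKR1C1 stood at 201 ± 14.7 CPM in controls and 203 ± 33.3 with OD. NOX1 (chromosome X, 100843324 to 100874359, minus strand, protein-coding) fell in HT-29 from 87.0 ± 2.68 CPM to 2.16 ± 0.443 with CoCl2 and 3.36 ± 0.369 with OD, log2 fold changes of -5.32 and -4.70. In Caco-2 its changes were -2.01 and -1.43. DKK1 (chromosome 10, 52314281 to 52318042, plus strand, protein-coding, overlapped by PRKG1-AS1) fell in HT-29 from 39.4 ± 2.24 CPM to 0.626 ± 0.429 with CoCl2 and 3.18 ± 0.747 with OD, log2 fold changes of -5.97 and -3.62. EGR1 (chromosome 5, 138465479 to 138469303, plus strand, protein-coding) fell in HT-29 from 148 ± 21.3 CPM to 11.4 ± 1.17 with CoCl2 and 5.10 ± 0.457 with OD, log2 fold changes of -3.70 and -4.87.

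The direct comparison of CoCl2 with OD asks what separates the 2 agents. In Caco-2, 1868 genes differed, with 835 higher under CoCl2 and 1033 lower. In HT-29, 4734 genes differed, with 1702 higher under CoCl2 and 3032 lower. With library size only, the splits were 602 higher and 1524 lower in Caco-2, and 783 higher and 5279 lower in HT-29. The median of all genes then shifted by -0.17 in Caco-2 and by -0.50 in HT-29. HMOX1 was higher with CoCl2 than with OD by 4.66 in Caco-2 and by 7.41 in HT-29 on the log2 scale. For MT2A this difference was 5.38 in Caco-2 and 5.60 in HT-29, and for MT1X it was 6.26 and 7.01. With OD itself, HMOX1 went from 17.8 ± 1.91 to 24.3 ± 3.05 CPM in Caco-2 (log2 fold change 0.45, SE 0.10, FDR 0.000853, n = 3) and from 4.92 ± 0.605 to 12.4 ± 0.148 CPM in HT-29 (1.36, SE 0.09, FDR 3.86e-13). MT2A moved in opposite directions with OD, from 3.803 ± 1.69 to 10.6 ± 0.474 CPM in Caco-2 (log2 fold change 1.503) and from 14.3 ± 1.54 to 6.76 ± 0.0616 CPM in HT-29 (-1.10, SE 0.10, FDR 2.56e-10). Without replicate 3 the MT2A change with OD in HT-29 was -0.99 and was not called.

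Responses were then compared between agents and lines. Of 13943 genes tested in both lines, 114 were higher and 152 lower in all 4 treatment comparisons, 266 in all. With no limit on the fold change this number was 2580, and with glmTreat it was 46. In 20 simulations of unchanged groups against the same controls, taking by smallest p as many genes as were called in each comparison, 11 to 30 genes met this condition. Of the 266 genes, 42 of the higher and 25 of the lower were on the study's core list. CoCl2 and OD called 889 of the 13943 genes in common in Caco-2, of which 875 (98.4%) changed in the same direction. In HT-29 the agents shared 1437 calls, 1386 (96.5%) in the same direction. The agents share control libraries, and the same simulations gave 514 to 585 shared genes in Caco-2 and 1039 to 1148 in HT-29. Of these, 97.7% to 99.6% and 93.5% to 96.3% changed in the same direction. These simulated genes were taken without the fold-change limit. Under the call rule itself, the simulations called 0 genes in Caco-2 and at most 1 in HT-29, with 0 shared. That leaves no chance level for the shares of the real calls, so how alike the agents are is not judged from them. For CoCl2, the lines shared 1997 calls with 1901 (95.2%) in the same direction, against 546 expected if the calls were independent. For OD they shared 440 calls with 373 (84.8%) in the same direction, against 92.4 expected.

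The study's core list was drawn from Caco-2 cells, so its counts in Caco-2 are not independent evidence, while HT-29 did not enter it. Of its 184 genes, 182 were tested in Caco-2 and 181 were called in the listed direction with CoCl2, and 180 with OD. With glmTreat the count for OD in Caco-2 was 94. In HT-29, 154 genes of the list were tested, of which 120 were called in the listed direction with CoCl2 and 74 with OD. A further 3 genes with CoCl2 and 8 with OD were called in the opposite direction, all of them from the 115 listed as up. The counts adjusted over the list alone were the same, 181, 180, 120 and 74. The median log2 fold change of the up part was 2.35 and 1.67 in Caco-2, and 2.096 and 0.79 in HT-29, for CoCl2 and OD. For the down part it was -1.72 and -1.31 in Caco-2, and -2.55 and -1.16 in HT-29. All 8 camera tests of the 2 parts passed, and 7 of them did so with the correlation estimated.

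Correlations of log2 fold changes were computed across genes, which are not independent replicates, so no p-value is given. Between CoCl2 and OD, Pearson's r was 0.681 and Spearman's rho 0.670 in Caco-2 over 16034 genes. Unchanged groups simulated against the same controls gave 0.484 and 0.456. In HT-29 the values were 0.633 and 0.601 over 15812 genes, with chance values of 0.436 and 0.418. With no response at all, shared controls largely set these chance values, whatever the size of the error. They therefore do not tell how much of the observed correlation came from the controls. Between the lines, which share no library, the response to CoCl2 gave r of 0.658 and rho of 0.645 over 13943 genes, with a simulated r of -0.0023. The response to OD gave 0.297 and 0.298 between the lines, with a simulated r of 0.0056. Restricting the last pair to genes called in at least 1 line raised r to 0.346.

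A test of the interaction asked which responses differed between the lines, whose culture also differed. For CoCl2, 3875 of 17921 genes had a different response, with 1396 higher in HT-29 and 2479 lower. Under library size alone the split was 1005 higher and 3319 lower, with a median shift of -0.20. For OD, 2724 genes differed, with 1605 higher and 1119 lower. Of the CoCl2 genes, 3258 (84.1%) had been tested in both lines, where 96 were called in opposite directions, 490 in the same direction, 1783 in HT-29 only and 352 in Caco-2 only. Of the OD genes, 2255 (82.8%) had been tested in both lines, with 67 in opposite directions, 55 in the same, 929 in HT-29 only and 487 in Caco-2 only. Of 20 list tests of the interaction, 14 passed, 14 of these held under fry and 6 with the correlation estimated. EGR1 differed in direction with CoCl2, since it rose in Caco-2 from 8.16 ± 0.917 to 23.6 ± 0.738 CPM (n = 3, log2 fold change 1.54) and fell in HT-29. PRDM1 (chromosome 6, 105993463 to 106109939, plus strand, protein-coding, overlapping ATG5) fell in Caco-2 from 37.6 ± 3.77 to 17.6 ± 1.10 CPM with CoCl2 (log2 fold change -1.09) and rose in HT-29 from 3.73 ± 0.438 to 14.1 ± 1.36 CPM (1.89). Without replicate 3 the PRDM1 change in Caco-2 was -0.96 and was not called. With OD, PRDM1 stood at 29.1 ± 1.22 CPM in Caco-2 and 8.88 ± 1.18 in HT-29, log2 fold changes of -0.37 and 1.23. CXCR4 (chromosome 2, 136114349 to 136119177, minus strand, protein-coding) fell in HT-29 from 50.3 ± 5.73 CPM to 24.8 ± 1.78 with CoCl2 and 9.46 ± 0.340 with OD, log2 fold changes of -1.03 and -2.42. In Caco-2 it rose by 3.58 and 2.43 on the log2 scale from controls with 2 to 8 counts.

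For miRNA, the same comparisons gave few calls. In Caco-2, CoCl2 changed 5 of 534 miRNAs tested, 1 higher and 4 lower, while 114 had an unadjusted p under 0.05. OD changed 2 miRNAs in Caco-2, both higher, with 0 lower and 90 at an unadjusted p under 0.05. In HT-29, CoCl2 changed 30 of 616 miRNAs, 14 higher and 16 lower. OD changed 18, of which 8 were higher and 10 lower. The count for CoCl2 in HT-29 was 75 with no limit on the fold change, and 1 when at least 10 counts were required in every library, the shallowest included. With library size only, the split for CoCl2 in HT-29 was 7 higher and 19 lower, with a median shift of -0.13. CoCl2 against OD gave 2 calls in Caco-2, 0 higher and 2 lower, with 54 at an unadjusted p under 0.05. In HT-29 it gave 14 calls, 4 higher and 10 lower. Some of these counts depended on which replicate numbers were in the fit, each of which is 1 library per group, since CoCl2 in Caco-2 gave 0 calls without replicate 3 (88 at an unadjusted p under 0.05) and 13 without replicate 2, and OD in Caco-2 gave 12 without replicate 2. CoCl2 against OD in HT-29 gave 6 calls without replicate 3. The interaction was called for 10 of 675 miRNAs with CoCl2, 9 higher in HT-29 and 1 lower, and for 5 with OD, 1 higher and 4 lower. With library size only these splits were 5 and 5 for CoCl2, with a shift of -0.26, and 1 and 9 for OD, with a shift of -0.15. Without replicate 1 the CoCl2 count was 4, and without replicate 3 the OD count was 2.

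The miRNA hsa-miR-210-3p (MIR210, chromosome 11, 568089 to 568198, minus strand, within MIR210HG) rose in each comparison. In Caco-2 it went from 951 ± 72.3 CPM (n = 3) to 1488 ± 81.6 with CoCl2 (edgeR log2 fold change 0.65, SE 0.09, FDR 0.00145) and to 1495 ± 128 with OD (0.66, SE 0.09, FDR 0.000518). In HT-29 it went from 369 ± 18.98 CPM to 917 ± 77.9 with CoCl2 (log2 fold change 1.28, SE 0.14, FDR 5.46e-06) and to 884 ± 187 with OD (1.28, SE 0.13, FDR 3.26e-06). In HT-29, hsa-miR-4521 (MIR4521, chromosome 17, 8186945 to 8187004, plus strand) fell from 448 ± 44.2 CPM to 186 ± 11.8 with CoCl2 (log2 fold change -1.32) and 84.5 ± 22.7 with OD (-2.30, SE 0.14, FDR 2.54e-09). In the same line, hsa-miR-92a-1-5p (MIR92A1, chromosome 13, 91351314 to 91351391, plus strand, within MIR17HG) fell from 30.8 ± 4.27 CPM to 3.24 ± 2.89 with CoCl2, including 0 reads in the shallowest library, and to 12 ± 3.38 with OD. The log2 fold changes were -2.65 (SE 0.23, FDR 1.80e-07) and -1.52 (SE 0.20, FDR 7.93e-05), and in DESeq2 the latter had an adjusted p of 0.287 (range 3.16e-13 to 0.294 over 13 alternatives).

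Another miRNA, hsa-miR-7974 (MIR7974, chromosome 19, 11495544 to 11495622, minus strand, within ZNF653), changed in HT-29 by -1.74 with CoCl2 and by -1.32 with OD, and in DESeq2 the latter had an adjusted p of 0.0822 (range 7.99e-13 to 0.799 over 13 alternatives). The change of hsa-miR-12135 (MIR12135, RefSeq, GRCh38 chromosome 15, 73299910 to 73299979, minus strand, opposite to NEO1) differed in sign between the agents in Caco-2. In Caco-2 it went from 6.28 ± 0.823 CPM (n = 3) to 2.87 ± 0.657 with CoCl2 (edgeR log2 fold change -1.15, SE 0.21, FDR 0.00471) and to 15.3 ± 0.565 with OD (1.20, SE 0.16, FDR 0.000518). Without replicate 3 the CoCl2 change in Caco-2 had an FDR of 0.0535 (range 0.00126 to 1 over 16 alternatives, the top end with glmTreat). In HT-29 it went from 15.8 ± 3.70 CPM to 58.2 ± 5.12 with OD (log2 fold change 1.90, SE 0.18, FDR 1.32e-06). The HT-29 mean with CoCl2 was 15.6 ± 11.2 CPM, where 1 read in the shallowest library made 28.4 CPM and the other libraries held 7.70 and 10.7, and the fitted change was -0.77 (SE 0.21, FDR 0.0245). That FDR reached 0.357 when a replicate number was left out, with a range of 0.00366 to 1 over 16 alternatives, so the change with CoCl2 in HT-29 is not settled. For hsa-miR-100-5p (MIR100, chromosome 11, 122152229 to 122152308, minus strand, within MIR100HG), HT-29 controls held 2.79 ± 0.397 CPM and the deep CoCl2 libraries held 28.6 and 23.2, with 0 reads in the shallowest. Its log2 fold change was 3.21 (SE 0.23, FDR 2.30e-08), and against OD it was 3.42.

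**Figure D5:**
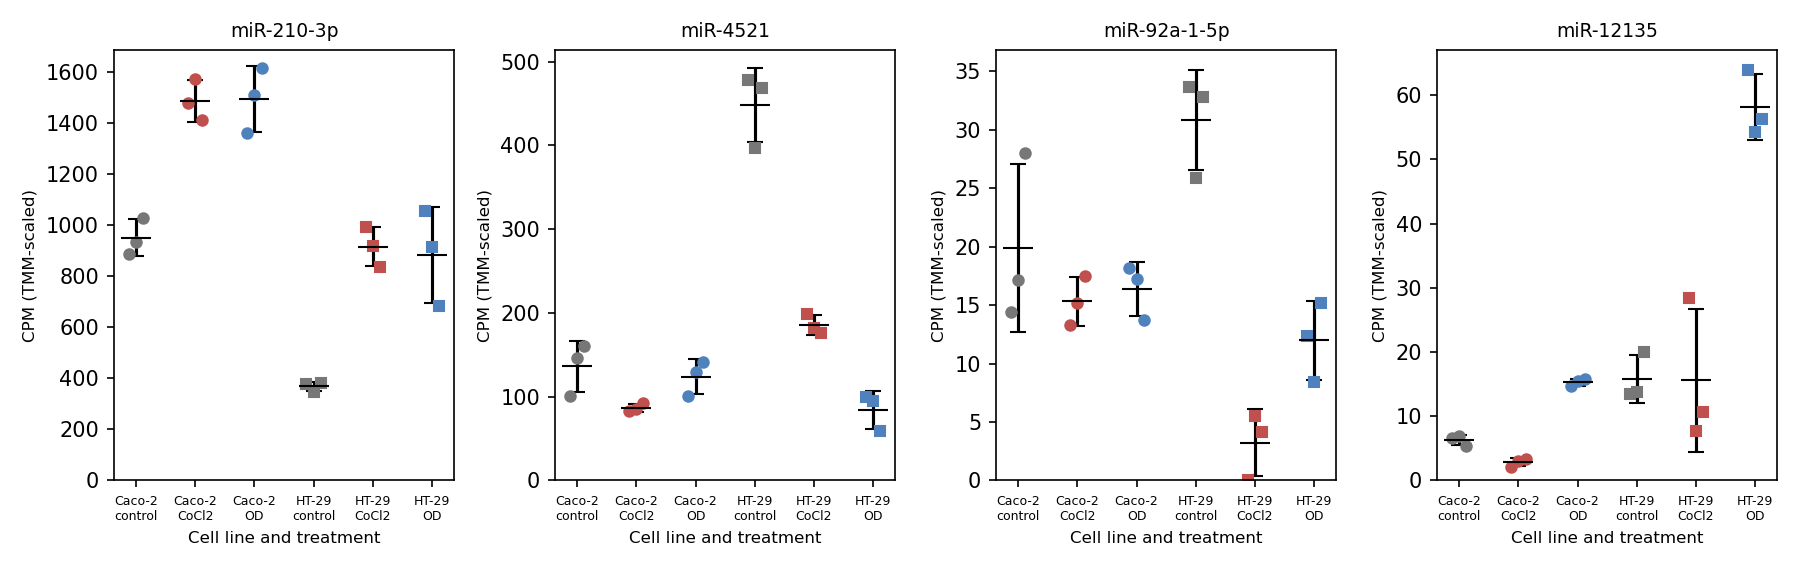
CPM on TMM-scaled library sizes of 4 miRNAs in the 18 miRNA libraries by cell line and treatment, 1 point per library, with the mean and SD (n = 3) as bars. The miRNA hsa-miR-210-3p is at 369 ± 18.98 CPM in HT-29 controls and 917 ± 77.9 with CoCl2, and the CoCl2 point of hsa-miR-12135 at 28.4 CPM in HT-29 is 1 read of the shallowest library.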

Values the study reported

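The study reports a core set of 184 genes that changed in the same direction in undifferentiated and differentiated Caco-2 cells with CoCl2 and with the oxyquinoline derivative, 115 up and 69 down. It describes a tendency of NFATC1 to be upregulated, 1.6 times with the oxyquinoline derivative and 1.9 times with CoCl2 in differentiated Caco-2 cells.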

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

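The tests of library scaling, of levels in HT-29 controls, of exposure, of the timing of the HIF response, of the way the genes were chosen, of shallow libraries, of carry-over and of MIR17HG were chosen only after the results they measure were seen, those of low counts and of genes expressed in 1 line after the patterns but before the values tested, and the splits of the libraries were planned from the start. Each result here is a response that differed between Caco-2 and HT-29 in a test of the interaction with edgeR, or with camera for gene lists. The lines also differ in culture, since Caco-2 cells were differentiated for 21 days, and cell line and culture state remain open as untested biological explanations throughout.

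The response to CoCl2 differed for 3875 genes and the response to OD for 2724 genes. Genes expressed in 1 line alone would explain such calls only if few were tested in both, but 3258 of the CoCl2 genes and 2255 of the OD genes were tested in both lines. A shift in library scaling would move every gene alike and is excluded as the whole cause, since 1396 of the CoCl2 genes were higher in HT-29 and 1119 of the OD genes were lower, the direction with fewer calls in each case. Among 40 splits of the libraries, the real one included, 4 gave as many calls as CoCl2, the highest other count being 6611. By that share alone, grouping is not excluded for CoCl2. The other 3 of these keep the real grouping of HT-29 and regroup Caco-2. Among the 33 splits that regroup both lines, 0 gave as many and the highest count was 0. Such splits carry the response as spread within groups, which leaves few calls in any case, so they do not exclude grouping. For OD, 1 of 40 splits, the real one, gave as many calls, and the highest other count was 2355.

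For miRNA the response differed for 10 miRNAs with CoCl2 and for 5 with OD. Without the 3 libraries under 1000000 counts, 10 of the 10 and 4 of the 5 were called again, which argues against the shallow libraries as the cause. Of 40 splits, 4 gave as many calls for CoCl2 (highest other count 20) and 4 gave as many for OD (highest other count 15). Of the 32 splits that regroup both lines, 0 reached either count, with highest counts of 1 and 2. These splits too carry the response as spread within groups, which leaves few calls in any case. The shares of 4 of 40 do not exclude grouping for either count. Fits without replicate 1 gave 4 calls for CoCl2, and fits without replicate 3 gave 2 calls for OD, so both counts depend on the replicates in the fit.

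In the gene lists, CoCl2 gave different responses for 5 lists and OD for 9. With CoCl2 the median HT-29 minus Caco-2 difference in log2 fold change was 0.28 for glycolysis (camera FDR 0.0126), 1.69 for NRF2 targets (FDR 2.37e-08), -2.09 for metallothioneins (FDR 0.0204), 1.66 for sterol synthesis (FDR 9.24e-14) and -0.81 for the cell cycle (FDR 4.92e-08). With library size only these medians were 0.07, 1.48, -2.30, 1.46 and -1.01, and the glycolysis difference no longer passed (FDR 0.0534, with a range of 0.000171 to 0.452 over 7 alternatives). Splits of the libraries gave as many lists as CoCl2 in 17 of 40 cases, and in 12 of the 33 that regroup both lines. For either agent, such a share does not tell grouping from treatment, since every split leaves unequal numbers of treated libraries in the groups compared. Part of the response then stays in the comparison, and camera can still pass its lists. For OD, 1 of 40 splits, the real one, gave as many as 9 lists, and the highest other number was 8. Among the 32 splits that regroup both lines, 0 gave as many, but their highest number was also 8, so the separation is narrow. Genes within a list move together, which the preset correlation of 0.01 does not cover in full, and 3 of the 5 and 3 of the 9 lists passed with the correlation estimated.

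With OD the median difference was -1.20 for hypoxia core genes (FDR 0.0103), -0.78 for glycolysis (FDR 2.52e-07), 1.34 for NRF2 targets (FDR 1.24e-07), -1.44 for metallothioneins (FDR 0.0273) and -0.74 for the integrated stress response (FDR 0.000235). It was 1.13 for NF-kB targets (FDR 0.00470), 1.20 for sterol synthesis (FDR 1.61e-09), -0.74 for enterocyte genes (FDR 0.0215) and -0.84 for the cell cycle (FDR 2.30e-10). The enterocyte test covered 18 genes, of which 10 passed the filter in the HT-29 fit, so it rests in part on genes low in HT-29. Leaving out replicate 1 raised the FDR of the metallothioneins to 0.0809 (range 0.000906 to 0.267 over 7 alternatives), and leaving out replicate 3 raised that of the enterocyte genes to 0.0544 (range 1.79e-06 to 0.156). For the line differences of lists other than the hypoxia core genes, no technical explanation beyond these alternatives and splits was tested.

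The hypoxia core genes rose less with OD in HT-29 than in Caco-2. Of the 9 genes, 6 had a lower response in HT-29 with an FDR under 0.05, and NDRG1, BHLHE40 and ALDOC had a higher one. Library scaling would move every gene alike, and it is excluded because the list lay below all other genes, by -1.21 at the median (camera FDR 0.0103, range 6.75e-07 to 0.263 over 7 alternatives, the highest with the correlation estimated). A level already at its maximum in HT-29 controls is excluded by the response to CoCl2, a median of 3.43. HT-29 cells that never received OD are excluded by the 2699 genes called with OD. Low counts are excluded for PDK1 (-2.83), DDIT4 (-1.67), KDM3A (-1.20) and P4HA1 (-0.98), each with a mean of at least 100 counts in HT-29 controls. The 7 genes with such a mean also include NDRG1, BHLHE40 and ALDOC, which were higher, and their median difference was -0.98. For ANKRD37 and BNIP3, with means of 12.7 and 53 counts, low counts are not excluded. The genes come from a core set published by others, and the list keeps those that the study found to respond in Caco-2, which favours a larger response there. Against that as the whole cause, 11 glycolysis genes off the study's core list had a median difference of -0.64, with 9 lower and 1 higher at an FDR under 0.05. A response to OD that had faded by 24 h in HT-29 may leave stable products behind. In HT-29, miR-210-3p did not differ detectably between CoCl2 and OD (log2 difference -0.003, SE 0.14), while its host transcript MIR210HG was higher with CoCl2 by 2.20. This explanation cannot be told apart from a weaker response of MIR210HG from the start, because there is a single time point. Dose or uptake of OD in the lines was not tested.

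Single genes were tested one by one. With OD the HT-29 minus Caco-2 difference in log2 fold change was -3.11 for ANKRD37 (SE 0.44, FDR 4.02e-07), -2.83 for PDK1 (SE 0.12, FDR 1.56e-19), -2.35 for SLC2A1 (SE 0.10, FDR 9.38e-19) and -0.88 for MIR210HG (SE 0.17, FDR 7.84e-05, range 8.59e-06 to 1 over 11 alternatives), the last under the limit for a call. AKR1C1 differed by 4.69 (SE 0.14, FDR 6.44e-23) and MT2A by -2.62 (SE 0.22, FDR 1.09e-11), both with reads that paralogs can share. EGR1 differed by -5.35 with CoCl2 (SE 0.16, FDR 1.39e-23) and by -4.25 with OD (SE 0.20, FDR 4.23e-18). PRDM1 differed by 2.88 with CoCl2 (SE 0.17, FDR 4.36e-16) and by 1.58 with OD (SE 0.17, FDR 1.24e-09). DKK1 differed by -6.24 with CoCl2 (SE 0.23, FDR 2.96e-21) and RBPMS2 by 7.72 (SE 0.48, FDR 2.95e-15). CXCR4 differed by -4.70 with CoCl2 (SE 0.31, FDR 1.58e-14) and by -4.86 with OD (SE 0.36, FDR 4.09e-13). Library size in place of TMM moves all genes by -0.20 with CoCl2 at the median, less than any of the differences with CoCl2. With OD that shift is 0.04, too small to test scaling. RBPMS2 rests on 2 to 5 counts in HT-29 controls and CXCR4 on 2 to 8 counts in Caco-2 controls, so the size of their differences is poorly known.

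Among miRNAs, the difference was -2.24 for hsa-miR-4521 with OD (SE 0.20, FDR 4.91e-08). It was 3.33 for hsa-miR-100-5p with CoCl2 (SE 0.28, FDR 1.86e-08). Reads carried over from Caco-2 libraries, where hsa-miR-100-5p is present, would bring 0.0136 CPM at the share of miR-372-3p, against 21.8 to 27.4 CPM (on raw library totals) in the deep CoCl2 libraries of HT-29, so carry-over is excluded. For hsa-miR-92a-1-5p the difference was -2.39 with CoCl2 (SE 0.31, FDR 2.57e-05) and -1.44 with OD (SE 0.29, FDR 0.00546), and in DESeq2 the latter had an adjusted p of 0.0845 (range 0.000554 to 1 over 11 alternatives).

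The miRNA hsa-miR-92a-1-5p is processed from MIR17HG, which was looked up after the miRNA values were seen. In HT-29, MIR17HG changed by -2.63 with CoCl2 and by -2.12 with OD. Less of this host transcript, seen first in short-lived strands, could explain the fall of the miRNA in HT-29. In Caco-2, however, MIR17HG changed by -1.20 with OD (SE 0.25) and hsa-miR-92a-1-5p by -0.077 (SE 0.19), which argues against the host transcript alone. Of the other minor strands of the cluster, 4 could be tested, and hsa-miR-19b-1-5p alone passed in HT-29, at -1.38 with CoCl2 (FDR 0.0111) and -1.09 with OD (FDR 0.0434). The remaining ones, taken singly, did not differ detectably from 0. All 4 were lower in HT-29, with medians of -0.37 with CoCl2 and -0.30 with OD, the direction that less host transcript would give. Of the 6 major strands tested in HT-29, 1 passed with CoCl2, hsa-miR-18a-5p at -0.49 (edgeR FDR 0.0326), and 0 passed with OD. The medians of these 6 were -0.18 with CoCl2 and -0.14 with OD, also in that direction, although hsa-miR-19b-3p was at 0.04 with OD. In Caco-2 with OD, their median was 0.10. Shallow libraries are excluded, since the smaller of the 2 falls in HT-29 was -1.55 without them. A difference between the lines in how the cluster is processed or how fast its strands decay was not tested.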

How the results depend on the processing

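Leaving out the 3 miRNA libraries under 1000000 counts, and leaving out replicates for the correlations, were chosen only after the results were seen, and all other alternatives here were set beforehand. Total counts not listed below as moved stayed within 1.5 times those reported, while their parts higher and lower could move further. Single results that changed their call are named or counted after the counts. Values follow the order CoCl2 and OD in Caco-2, CoCl2 and OD in HT-29, CoCl2 against OD in Caco-2 and in HT-29, and the line difference with CoCl2 and with OD. Where no construction explains a move, the cause was not tested.

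Without a limit on the fold change, mRNA calls numbered 10370, 8084, 13097, 10876, 7957, 12286, 8916 and 7682, because a condition was dropped. Calls for miRNA rose to 35, 11, 75 and 44, to 33 for CoCl2 against OD in HT-29 and to 16 for the line difference with CoCl2. The genes changed in all 4 comparisons rose to 2580, and the core list genes called with OD in HT-29 rose to 115.

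When at least 10 counts were required in every library, fewer genes were tested and mRNA calls fell to 2384, 1068, 4143, 1435, 1019, 2842, 2284 and 1476. This filter removes genes that are silent in 1 group, so it removes strong changes by construction. Calls for miRNA fell to 0, 0, 1, 1, 0, 0, 1 and 0. In the cases with 0 calls, 88, 59, 29, 16 and 16 miRNAs had an unadjusted p under 0.05, out of 293 tested in Caco-2, 109 in HT-29 and 108 in the line difference. The library of 34043 counts sets this filter in HT-29. The genes changed in all 4 comparisons fell to 112, and the core list genes called with OD in HT-29 to 47.

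Testing against a log2 fold change of 1 with glmTreat, a stricter null, gave 1832, 441, 1427, 490, 3022, 1774 and 969 mRNA calls, leaving out CoCl2 in HT-29, where the count stayed within 1.5 times. The miRNA calls were 0, 0, 6, 3, 1, 3, 2 and 1, and where they were 0, 3 and 2 miRNAs had an unadjusted p under 0.05. The genes changed in all 4 comparisons fell to 46, and the core list genes called with OD to 94 in Caco-2 and 49 in HT-29.

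With limma-trend on the deposited log2 values (pseudocount 1), mRNA calls fell to 1098, 381, 2520, 744, 341 and 1455, and miRNA calls to 0, 1, 7, 3, 1 and 2, with 95 miRNAs at an unadjusted p under 0.05 where the count was 0. The same values came from every feature the authors kept. A pseudocount of 1 pulls the fold changes of weakly expressed genes towards 0 by construction. With a pseudocount of 0.1 the mRNA calls were 2116, 878, 3893, 1295, 848 and 2599, and the miRNA calls 2, 1, 7, 3, 1 and 2. The authors' filter also left fewer genes in these tables.

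Under library size alone, the mRNA totals stayed within 1.5 times but their parts did not. CoCl2 gave 870 higher and 3546 lower in Caco-2 and 1295 higher and 6250 lower in HT-29, and CoCl2 against OD in HT-29 gave 783 higher and 5279 lower. The genes changed in all 4 comparisons were then 54 higher and 273 lower. For miRNA the parts were 7 higher and 19 lower for CoCl2 in HT-29, and 5 and 5 for the line difference with CoCl2. The parts of other miRNA counts, each of few miRNAs, also moved by more than 1.5 times in several fits.

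Among total counts, other fits moved those of miRNA only. DESeq2 gave 1 call for OD in Caco-2, 8 and 3 for CoCl2 and OD in HT-29, and 1 and 2 for CoCl2 against OD in Caco-2 and HT-29. A fit of the 6 libraries compared gave 1 call for OD in Caco-2. All 18 libraries in 1 fit gave 13 calls for CoCl2 in Caco-2, and leaving out the shallow libraries gave 9. The line difference with OD gave 9 calls with RLE size factors and 10 with library size only. For these fits the cause was not tested.

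Across the 3 fits that each left out 1 replicate number, miRNA calls ranged from 0 to 13 for CoCl2 in Caco-2 (0 without replicate 3, where 88 miRNAs had an unadjusted p under 0.05, and 13 without replicate 2). They ranged from 2 to 12 for OD in Caco-2 (12 without replicate 2), from 1 to 2 for CoCl2 against OD in Caco-2 and from 6 to 13 in HT-29 (6 without replicate 3). The line difference ranged from 4 to 12 with CoCl2 (4 without replicate 1) and from 2 to 8 with OD (2 without replicate 3, 8 without replicate 2). The mRNA calls stayed within 1.5 times, from 3592 to 3821, 1733 to 1899, 6392 to 6646 and 2663 to 2850 for the 4 treatment comparisons, and from 3383 to 3657 and 2361 to 2456 for the line differences. The genes changed in all 4 comparisons ranged from 231 to 250.

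Correlations moved with the genes included. Over genes called in at least 1 of the comparisons, r and rho were 0.733 and 0.684 between agents in Caco-2, 0.681 and 0.682 in HT-29, 0.692 and 0.681 between lines for CoCl2, and 0.346 and 0.367 for OD. Over genes with a mean of at least 100 counts, r was 0.709 between agents in Caco-2, and r and rho were 0.631 and 0.619 between lines for CoCl2. With 1 replicate left out, r ranged from 0.657 to 0.665 and rho from 0.646 to 0.666 between agents in Caco-2, and from 0.609 to 0.640 and 0.576 to 0.613 in HT-29. Between lines, r ranged from 0.643 to 0.646 and rho from 0.633 to 0.639 for CoCl2, and from 0.272 to 0.301 and 0.281 to 0.302 for OD.

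For gene lists, estimating the inter-gene correlation left 2, 1, 1 and 1 lists in the treatment comparisons, 3 in each line difference, and 1 part of the core list with OD in HT-29. Fry gave 8 lists for the line difference with CoCl2, since it tests against no change in the list and not against other genes. A list test changed direction in 4 cases, none of them past the threshold. With library size only these were the cell cycle with CoCl2 in Caco-2 (FDR 0.409, range 0.294 to 0.927 over 7 alternatives) and p53 targets with CoCl2 in HT-29 (FDR 0.913, range 0.152 to 0.998). The latter also turned without replicate 1 (FDR 0.927, within 0.923 to 0.998 over the 3 fits without a replicate). The p53 targets in the line difference with OD turned without replicate 3 (FDR 0.938, within 0.664 to 0.989 over these fits and 0.445 to 0.989 over all 7 alternatives). Among single genes, PDK1 with OD in HT-29 turned to 0.032 without replicate 3 (FDR 0.756, range 0.0082 to 1 over 16 alternatives). It was -0.18 without replicate 1. The low end of that range passes, so whether this small change can be told from 0 depends on the fit.

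Other single results changed their call and kept their direction. Of the named features, 12 passed with FDR alone because their fold change lay under the limit. With glmTreat, a stricter null, 16 were no longer called. These were HIF3A, MT2A, NOX1, DKK1 and hsa-miR-12135 with OD in Caco-2, PRDM1 and hsa-miR-12135 with CoCl2 in Caco-2, CXCR4, hsa-miR-210-3p and hsa-miR-4521 with CoCl2 in HT-29, MT2A, PRDM1, hsa-miR-210-3p, hsa-miR-92a-1-5p and hsa-miR-7974 with OD in HT-29, and hsa-miR-92a-1-5p in the line difference with OD. For hsa-miR-210-3p in HT-29 the glmTreat FDR was 0.452 with CoCl2 (range 9.38e-16 to 0.452 over 17 alternatives) and 0.458 with OD (range 1.04e-15 to 0.458). With limma-trend, 6 fell under the limit, namely PLAUR (0.70) and HIF3A (-0.77) with OD in Caco-2, PRDM1 with CoCl2 in both lines (-0.89 in Caco-2, 0.94 in HT-29) and with OD in HT-29 (0.57), and hsa-miR-12135 with CoCl2 in Caco-2 (-0.92). In DESeq2 3 were not called, hsa-miR-92a-1-5p and hsa-miR-7974 with OD in HT-29 and the former in the line difference with OD. Library size only took 2 under the limit, PLAUR (0.68) and HIF1A (0.77) with CoCl2 in HT-29. Without replicate 3, 5 were not called, MT2A with OD in HT-29 (-0.99), PRDM1 with CoCl2 (-0.96), DKK1 with OD (-0.92) and hsa-miR-12135 with CoCl2 in Caco-2, and CXCR4 with CoCl2 in HT-29 (-0.98). Of the list tests, 32 no longer passed with the correlation estimated. Fry added 10, which were the p53 targets with both agents in Caco-2 and with OD in HT-29, the enterocyte genes with OD in Caco-2 and with both agents in HT-29, NF-kB targets with CoCl2 in HT-29, and the hypoxia core genes, p53 targets and enterocyte genes in the line difference with CoCl2. Library size only took away 2, the metallothioneins with OD in HT-29 and glycolysis in the line difference with CoCl2, and added NF-kB targets with CoCl2 in HT-29. Leaving out replicates made p53 targets with OD in Caco-2 pass (FDR 0.0305 without replicate 1, range 6.82e-06 to 0.179) and enterocyte genes with OD in HT-29 pass (FDR 0.0431 without replicate 1 and 0.0345 without replicate 2, range 2.44e-05 to 0.226). In the line difference with OD, the metallothioneins did not pass without replicate 1 (FDR 0.0809, range 0.000906 to 0.267) and the enterocyte genes did not pass without replicate 3 (FDR 0.0544, range 1.79e-06 to 0.156).

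Libraries with the same replicate number did not deviate together. Their deviations from the group means correlated between -0.055 and 0.068 for mRNA, with 0 of 18 pairs over 0.1, and between -0.18 and 0.10 for miRNA. The numbers therefore pair no samples, and a fit with the replicate block gave 3737, 1891, 6520, 2700, 1842, 4726, 3805 and 2673 mRNA calls and 5, 3, 30, 17, 2, 16, 8 and 6 miRNA calls. With the block, 264 genes changed in all 4 comparisons, the core list counts were 181, 180, 120 and 73, and 7, 7, 7, 7, 5 and 9 lists passed.

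In the library of 34043 counts a count of 0 allows up to 88.1 CPM, so a miRNA below that level can be missed there.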

Other observations

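The tests on miR-372-3p, on the total of mitochondrial RNA, on miR-12135 and on library scaling for the metallothioneins were chosen only after the results they measure were seen, those on poly(A) selection, on zinc and on library scaling for MT-RNR1 after the patterns but before the values tested, and the splits of the libraries were planned from the start. The features named below that the report leaves out (miR-372-3p, MT-RNR1, MT-RNR2, RN7SL1, SLC30A1, SLC39A10 and NEO1) were singled out after their values were seen.

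Within each line, 3 libraries against 3 can be split in 10 ways, so the share of splits as large as the real one can never fall under 0.1 and grouping cannot be excluded by this test. For the mRNA calls, the miRNA calls and the core list counts, 1 of 10 splits, the real one, gave as many, in every comparison within a line. The highest other count was 0, except for the miRNAs of CoCl2 against OD in HT-29, where it was 6. Regrouped libraries carry the response as spread within groups, which leaves few calls in any case. The number of gene lists past the threshold separated the splits less well, as part of the response stays in each of them. In Caco-2, 1 of 10 splits gave as many lists as CoCl2 (highest other 6) and 2 of 10 as many as OD (highest other 7). In HT-29, 4 of 10 gave as many as CoCl2 (highest other 8) and 3 of 10 as many as OD (highest other 9). For the genes changed in all 4 comparisons, 1 of 40 splits, the real one, gave as many as 266. The highest other count was 0, under the same limit of spread within groups.

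Reads of miR-372-3p, which is abundant in Caco-2, were present in every HT-29 library. The deep libraries held 5.12 to 34.7 CPM on raw library totals, or 0.0097% to 0.0658% of the Caco-2 level. The library of 34043 counts held 55 reads, which is 0.162% of that library (95% Clopper-Pearson interval 0.122% to 0.210%) and 3.06% of the Caco-2 level. Expression in HT-29 cells is argued against by the spread, as the highest of the 7 deep libraries held 6.78 times the lowest, a ratio that 2 of 113 comparable miRNAs reached and whose median was 1.59. Reads from Caco-2 libraries are a candidate explanation. At the share of miR-372-3p, 6 other Caco-2 miRNAs would bring 12.8 reads to the shallowest library. Their count there was 9, against 0.539 expected from the deep HT-29 libraries. Whether such reads came from the cells, the library preparation or the assignment of reads to libraries was not tested. Among the miRNA calls in HT-29, the effect of such reads was tested for hsa-miR-100-5p alone, where carry-over was excluded.

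Mitochondrial rRNA and mitochondrial mRNA moved apart with OD. MT-RNR1, which has nuclear pseudogenes, changed by 1.10 and 1.06 on the log2 scale with CoCl2 and OD in Caco-2, and by 1.02 and 1.14 in HT-29. For MT-RNR2 the changes were 0.73 and 0.48 in Caco-2, and 1.11 and 0.98 in HT-29. The 13 mitochondrial mRNAs had medians of -0.28 and -0.65 in Caco-2, and 0.69 and -0.54 in HT-29. With OD, 13 of 13 were lower in Caco-2 and 11 of 13 in HT-29. Library scaling is excluded for MT-RNR1, since the smaller of its 2 changes with OD was 0.89 with library size only. More mitochondrial RNA in all is excluded with OD, where the higher of the 2 medians of the mRNAs was -0.54. Weaker poly(A) selection may have let more rRNA through, but this cannot be told apart from a change in the cells, because 1 of 15 listed RNAs without a poly(A) tail had enough counts to be tested. That one, RN7SL1, changed by -1.03 with OD in Caco-2 and by 0.45 in HT-29. A biological change in mitochondrial RNA stays open as untested.

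Metallothioneins fell with OD and rose with CoCl2 in HT-29. Library scaling would move every gene alike, which is argued against by the list lying below all other genes with OD, by -1.10 at the median (camera FDR 0.0239). With library size only that FDR was 0.0546 (range 9.85e-05 to 0.227 over 7 alternatives), so a fall beyond that of other genes is not secure. The median of the list was -1.235 with library size only. With TMM, 0 of the 5 tested genes were higher with OD in HT-29 and 3 were called lower. Oxyquinolines bind metals, so less zinc available to the cells could lower these genes. Zinc also drives SLC30A1 through the same factor, so SLC30A1 would then fall. With OD in HT-29 it changed by 0.18 (SE 0.067, FDR 0.0194), which argues against less zinc. The importer SLC39A10, which rises when zinc is scarce, changed by 0.53 in HT-29, in the direction that less zinc would give. Another way for OD to act on these genes was not tested.

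The miRNA hsa-miR-12135 was lower with CoCl2 in Caco-2 and higher with OD in both lines. In HT-29 the fitted change with CoCl2 (-0.77) is not settled, since its FDR reached 0.357 when a replicate number was left out (range 0.00366 to 1 over 16 alternatives). The miRNA lies within NEO1 on the opposite strand, so NEO1 is not its host gene. The NEO1 values show only whether the gene and the miRNA change together. With OD in HT-29 they did not, since NEO1 changed by -0.17 (SE 0.054), where the miRNA rose by 1.90. With CoCl2, NEO1 changed by -0.71 in HT-29 (SE 0.059) and by -0.31 in Caco-2 (SE 0.090), so a shared change is not excluded for the lower values with CoCl2. The shallow libraries alone do not make that fitted change, which was also -0.77 without them (FDR 0.0400). What this short RNA is made from was not tested, and its annotation in the deposited counts is not stated.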
